A study of Homo sapiens with 17 samples.

How the data were processed

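Time-variant precision run-on sequencing was performed by the authors on HEK293 cells, a line derived from human embryonic kidney. In this assay engaged RNA polymerases of permeabilised cells incorporate labelled nucleotides for a chosen run-on time, and the 3′ ends of the resulting RNAs mark polymerase positions. Per the labels, run-on lasted 0.5, 2, 8 or 32 min, with or without the detergent sarkosyl in the buffer, and each combination was done in 2 replicates, giving 16 libraries. Of the 17 samples listed, 1 further sample, labelled as a treatment, had no table and was not analysed here.

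The deposited values are 4 tables, 1 per buffer and replicate number, called series below. A series holds fitted values over the run-on times of its libraries, as inferred from the table names and the sample titles. Each row is a genomic position and strand. Per the file headers, a row gives the mean, standard deviation, Monte Carlo error, quartiles and median of an estimate, together with a pausing time. In every row the deposited pausing time was the reciprocal of the deposited median, so the median is called the rate here. The unit of time was not stated. The aligner, the rule for calling sites, the model and its prior, and the genome build were not stated either. The deposited rates are rounded to 3 decimals, so long pausing times take few distinct values. The tables hold no read numbers, the depth is unknown, and no interval that needs a depth was computed. The planned test of reads per run-on time was therefore not run. The number of value columns that could not be mapped to a group was 0.

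Contig names were those of GRCh38, and GENCODE release 29 on that build was used as annotation, with unplaced contigs matched by their names. As a check of the build, 18.0% to 30.1% of the sites of a series lay within 300 bp downstream of an annotated transcription start on the same strand, against 1.33% to 1.57% after all sites were shifted by 100000 bp. Positions are printed as the tables give them, and whether they count from 0 or 1 was not stated.

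Values were analysed as log2 pausing time with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3, and plotted with matplotlib 3.10.9. Sites were matched between series by position and strand. The background of the overlap was the number of matches after a shift of 1000 bp. Correlations across sites are Spearman's rho with 95% intervals from 200 bootstrap draws of windows of 1000000 bp, since neighbouring sites are not independent replicates. Intervals drawn over single sites or genes instead are named where given. Levels of the buffers were compared by a two-sided exact permutation test of the series medians, whose smallest possible p-value with 2 series against 2 is 0.33. Single sites were compared with limma 3.58.1 (lmFit and eBayes) after each series was centred on its median over the sites shared by all 4 series, with Benjamini-Hochberg adjustment and a threshold of 0.05. Within a series, classes of sites were compared by the difference of median log2 pausing time. The 10000 permutations of the class labels across sites describe that series only, and the mean and SD over the 2 series of a buffer carry the replicate error. The classes were sites within 300 bp downstream of a start, mitochondrial and chromosome X sites against autosomes, and sites with another site within 50 bp on the same strand. Benjamini-Hochberg adjustment covered the 16 permutation tests of this family.

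The limma step was tested on simulated data with the 2967 shared sites, 200 of them changed. A simulated site had the same spread in both buffers, pooled over the buffers and reassigned between sites. In the data the median absolute log2 difference between replicates was 0.43 with sarkosyl and 1.38 without it. The simulation therefore only approximates the test on the real data. At the observed spread between replicates it recovered 0 of the 200 at a log2 change of 2, 0 at a change of 4 and 135 at a change of 6. With the spread reduced to 25% of that observed, it recovered 163 at a change of 2.

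Except for the profile by distance from the start, the comparisons, tests and most alternatives to them were chosen before the data were examined. So was the rule for sites named singly. Among sites past the adjusted threshold with both series of a buffer on the same side, the 3 largest rises and falls were to be named, or the 3 sites with the smallest unadjusted p-value where none passed. The longest and the shortest pausing time of each series were also to be named where not tied; the shortest of sarkosyl replicate 1 is not reported here. Alternatives covered the centring and scaling of series, a replicate block, filters on extreme, clustered, mitochondrial or uncertain sites, the width of the promoter and cluster windows, the set of sites, and leaving out each series. The alternatives added after seeing the data were gene medians, certainty filters on the correlations, chromosomes 1 to 22 and X only, and the plus strand only.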

Results

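Pausing times of RNA polymerase were measured in HEK293 cells by run-on sequencing at 0.5, 2, 8 and 32 min, with or without sarkosyl in the run-on buffer. Sarkosyl is a detergent that strips many proteins from chromatin while engaged polymerases keep elongating. Each buffer was represented by 2 series, and each series is a table of sites with a pausing time fitted over the 4 run-on times. The sarkosyl series held 48566 sites in replicate 1 and 47713 in replicate 2, and the sarkosyl-free series held 66089 and 41769 sites. The read depth behind a site is unknown, and the unit of the pausing time was not stated, so times are given as deposited. The labels gave no batch, and a batch that coincides with the buffer cannot be separated from it. The sample numbers of the buffers fell in separate ranges, so their libraries may have been deposited at different times.

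The distribution of pausing times differed between the tables. The median pausing time was 1.49 in sarkosyl replicate 1, 1.34 in sarkosyl replicate 2, 2.23 in sarkosyl-free replicate 1 and 8.00 in sarkosyl-free replicate 2. The interquartile range of log2 pausing time was 1.99 and 1.13 with sarkosyl, and 3.27 and 3.10 without it. The authors' own uncertainty per site was wide. The upper quartile of a site's rate exceeded its lower quartile by a median factor of 2.75 and 3.26 with sarkosyl and of 3.44 and 2.22 without it.

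Both sarkosyl tables lacked the minus strand of chromosome X. They listed 786 and 782 sites on its plus strand and 0 on its minus strand, whereas the sarkosyl-free tables listed 1009 and 702 plus-strand sites and 1410 and 1011 minus-strand sites. The share of plus-strand sites that lay on chromosome X was 3.14%, 3.20%, 3.03% and 3.34% in the 4 series. The absence of any minus-strand X gene from the sarkosyl tables is therefore not a measurement of that gene. The gene for the long non-coding RNA XIST (ENSG00000229807.11, chromosome X, 73820651 to 73852723, minus strand), chosen after its values were seen, held 280 and 229 sites in the sarkosyl-free series and 0 in both sarkosyl series.

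**Figure D1:**
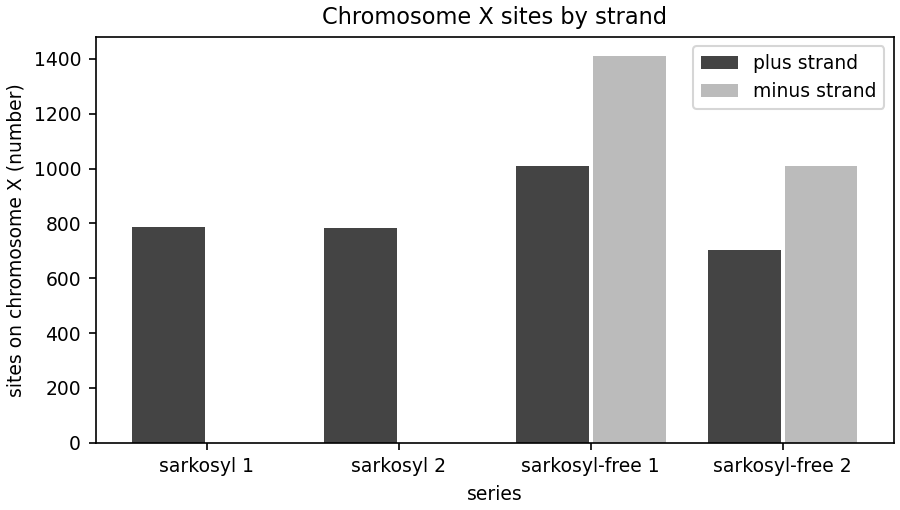
Number of sites on chromosome X (vertical axis, starting at 0) by strand in each of the 4 series (horizontal axis), with a dark bar for the plus strand and a light bar for the minus strand. The 2 sarkosyl series have 786 and 782 plus-strand sites and no minus-strand bar.

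Overlap between series was examined first, because it sets which sites can be compared. The 2 sarkosyl series shared 18016 sites at the same position and strand, 37.8% of the smaller table, with a Jaccard index of 0.230. The 2 sarkosyl-free series shared 13905 sites, 33.3% of the smaller table, with a Jaccard index of 0.148. Each of the 4 pairs across buffers shared fewer sites, from 5573 to 9152, or 13.3% to 18.8% of the smaller table. After a shift of 1000 bp the shared percentage was 0.134% to 0.214%. Counting sites within 5 bp as shared raised the 6 percentages to between 22.5% and 45.9%. All 4 series shared 2967 sites, of which 159 were mitochondrial.

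The correlation of pausing times across these 2967 sites measures replicate error, against which the buffers can be compared. Sites are not independent replicates, and these values describe the tables. Spearman's rho was 0.759 between the sarkosyl series (95% bootstrap interval 0.742 to 0.779; Pearson's r 0.721). It was 0.367 between the sarkosyl-free series (0.319 to 0.418; Pearson's r 0.388). Across buffers the 4 pairs gave 0.0519, 0.0731, 0.0400 and 0.0652, with a mean of 0.0576 (0.0191 to 0.0995). The mean across buffers was 0.109 of the geometric mean of the within-buffer values (0.0355 to 0.184). The median absolute log2 difference at a site, after centring, was 0.43 between the sarkosyl series, 1.38 between the sarkosyl-free series and 1.27 to 1.76 across buffers. The alternative that moved the mean across buffers most, a joint filter for the more certain sites, gave 0.348, but the same filter gave 0.306 in sites shuffled between buffers.

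**Figure D2:**
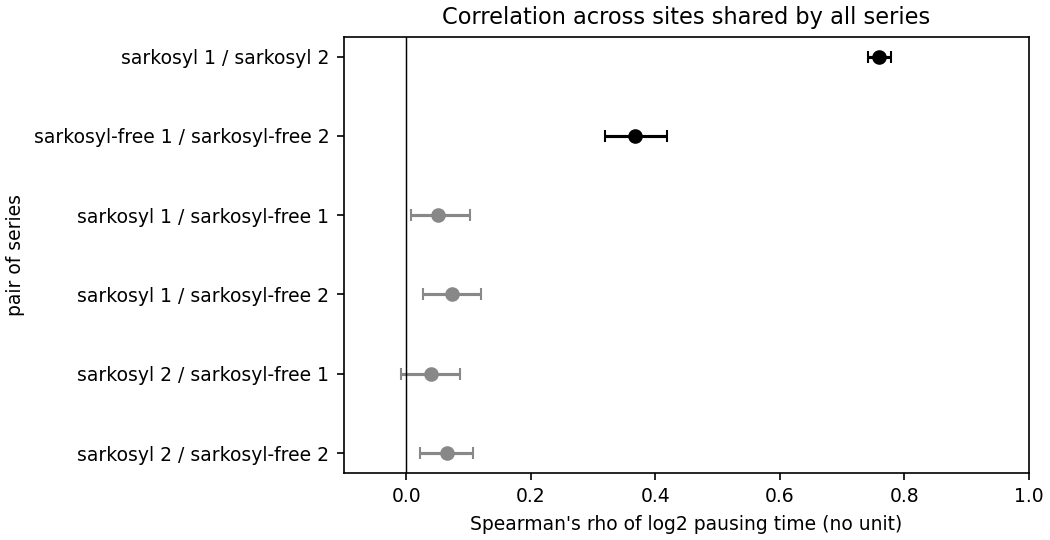
Spearman's rho of log2 pausing time (horizontal axis, no unit) across the 2967 sites shared by all series, for each of the 6 pairs of series (vertical axis), with 95% bootstrap intervals as bars. Black points are pairs within a buffer, at 0.759 and 0.367, and grey points are pairs across buffers, between 0.0400 and 0.0731.

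The level of pausing times with and without sarkosyl was compared over the shared sites. The median log2 pausing time was 0.28 and 0.35 in the sarkosyl series (mean 0.32 ± 0.05, SD, n = 2) and 0.40 and 0.51 in the sarkosyl-free series (mean 0.46 ± 0.08, SD, n = 2). The difference was -0.14 on the log2 scale, with both sarkosyl series below both sarkosyl-free series, and the two-sided exact permutation test gave p = 0.33, the smallest p-value this design allows. Over all sites of each series the difference was -1.58, where the sarkosyl-free medians were 1.16 and 3.00 on the log2 scale. Leaving out sarkosyl-free replicate 2 brought the shared-site difference to -0.08. The separation of the series held over all sites and without extreme sites. It was lost without mitochondrial sites, where sarkosyl replicate 2 (0.38) lay above sarkosyl-free replicate 1 (0.36). For means, both sarkosyl series (0.59 and 0.55) lay above sarkosyl-free replicate 1 (0.50). The direction depended on the summary: the median over shared sites of the difference within a site was 0.09, opposite in sign to the difference of medians.

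At single sites, limma found 0 of 2967 sites with a Benjamini-Hochberg adjusted p-value under 0.05, and the smallest adjusted value was 0.155. At an unadjusted p-value under 0.05 there were 689 sites, 23.2% of those tested, of which 357 had longer and 332 had shorter pausing times with sarkosyl. In simulated data the share among unchanged sites was 5.49% to 6.43% at the observed spread, and the test recovered 0 of 200 sites changed by a log2 difference of 4. The simulation gave both buffers the same spread, unlike the data, so these values may not carry over exactly. The number of sites passing depended on the scaling: limma with the same Benjamini-Hochberg threshold called 158 sites after quantile normalization and 231 on normal scores of ranks.

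The 3 sites with the smallest unadjusted p-values all had shorter pausing times with sarkosyl. On chromosome 2 at position 86720341 (plus strand), in an exon of RMND5A (ENSG00000153561.12, 86720173 to 86778041) 168 bp downstream of its start, the pausing time was 0.745 and 0.832 with sarkosyl and 40.0 and 76.9 without it. The log2 difference there was -6.00 (SE 0.75; unadjusted p = 2.4e-04 and Benjamini-Hochberg adjusted p = 0.155 in limma). The next site was position 166701 (plus strand) of the unlocalized contig KI270733v1 of chromosome 22, outside genes annotated on that strand. This contig carries ribosomal DNA, and how reads of repeated sequence were assigned was not stated. The times there were 0.544 and 0.672 with sarkosyl and 20.0 and 43.5 without it, a log2 difference of -5.47 (SE 0.77). The last site was on chromosome 8 at position 110369497 (plus strand), also outside genes annotated on that strand. Its times were 0.822 and 0.664 with sarkosyl and 23.3 and 40.0 without it, a log2 difference of -5.23 (SE 0.74). Limma with Benjamini-Hochberg adjustment gave 0.155 for each of the 3 sites.

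Extreme sites were also examined within series. The shortest time in sarkosyl replicate 2 was 0.478, in an intron of PID1 on chromosome 2 at 229180920 (minus strand). The sarkosyl-free replicates reached 0.132 on chromosome 7 at 149375786 (minus strand) and 0.128 on the mitochondrial chromosome at 5556 (minus strand), both outside genes annotated on that strand. The longest time in sarkosyl replicate 2 was 100, on chromosome 20 at 38418574 (minus strand). This site lay in an exon of the long non-coding RNA gene AL391095.3. Sarkosyl-free replicate 1 reached 250.0 on chromosome 1 at 632755 (plus strand), outside genes annotated on that strand. The longest times of the remaining 2 series, 166.7 and 1000, were each tied between 2 sites, both of them mitochondrial in sarkosyl-free replicate 2. These are extremes of tables rounded to 3 decimals of the rate.

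Promoter-proximal sites, within 300 bp downstream of an annotated start, made up 30.1% and 25% of the sarkosyl sites and 18.8% and 18.0% of the sarkosyl-free sites. Their median log2 pausing time differed from that of other sites by -0.24 and -0.17 with sarkosyl (mean -0.20 ± 0.05, SD, n = 2) and by -0.47 and -0.55 without it (mean -0.51 ± 0.06, SD, n = 2). The sign was negative in each of the 4 series, and the permutation p-value within each series was 0.0001, the smallest that the 10000 permutations can give. Over the sites shared by all series the sign did not hold: the differences were 0.06 and 0.03 with sarkosyl and -0.58 and 0.03 without it.

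By distance from the start, in a profile that was not planned, the series of the buffers lay apart from 61 to 200 bp. Relative to the median of its series, the bin from 61 to 100 bp lay at 0.06 and -0.08 with sarkosyl and at -0.68 and -0.66 without it. Beyond 100 and up to 200 bp the signs were opposite. The median of this bin minus that of all other sites was 0.54 and 0.13 with sarkosyl, and -0.34 and -0.82 without it. From 0 to 60 bp each of the 4 series lay below its own median, by values from -0.49 to -0.28.

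**Figure D3:**
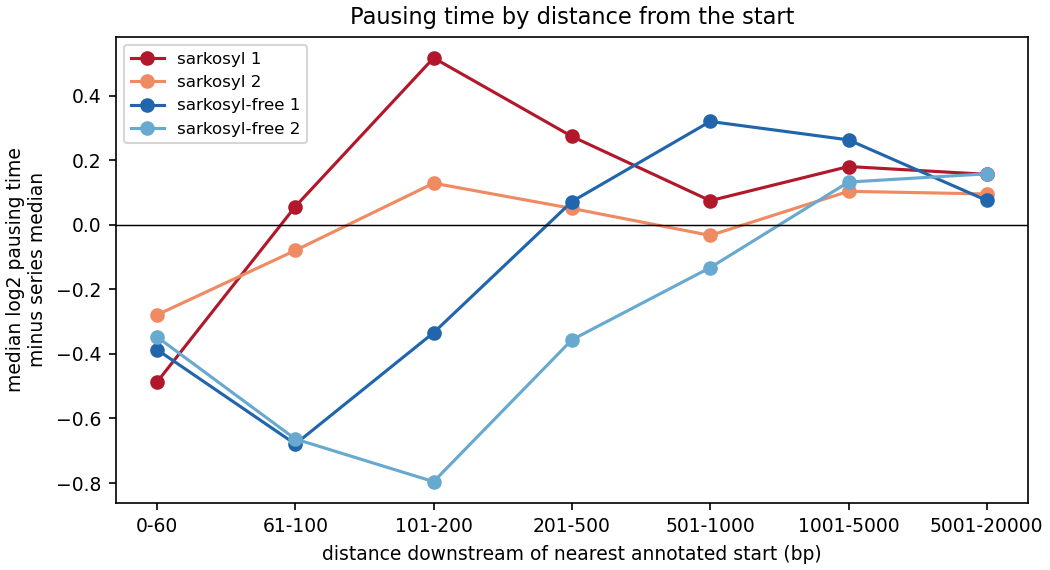
Median log2 pausing time of a distance bin minus the median of the series (vertical axis, log2 units) against the distance downstream of the nearest annotated transcription start (horizontal axis, bins in bp of unequal width), 1 line per series. Beyond 100 and up to 200 bp the sarkosyl lines lie at 0.52 and 0.13 and the sarkosyl-free lines at -0.33 and -0.80.

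Mitochondrial sites, which are transcribed by another polymerase, were compared with autosomal sites. The difference of medians was -0.53 and -0.29 with sarkosyl (mean -0.41 ± 0.17, SD, n = 2), each with a permutation p-value of 0.0001. Without sarkosyl the replicates did not match: the difference was 0.01 in replicate 1 (permutation p = 0.936) and -4.42 in replicate 2 (permutation p = 0.0001), where the median time was 0.383 over 655 mitochondrial sites and 8.20 over autosomal sites. The sarkosyl-free mean of -2.21 ± 3.13 (SD, n = 2) thus rests on replicate 2. How reads that match both mitochondrial and nuclear sequence were assigned was not stated.

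Chromosome X sites had longer pausing times than autosomal sites in each of the 4 series. The difference was 0.31 and 0.09 with sarkosyl (mean 0.20 ± 0.16, SD, n = 2) and 0.40 and 0.15 without it (mean 0.28 ± 0.18, SD, n = 2). After Benjamini-Hochberg adjustment over the 16 permutation tests, the p-values were 0.0001, 0.0251, 0.0001 and 0.0253. Because the sarkosyl series held no minus-strand X sites, the comparison was repeated on the plus strand, which gave means of 0.20 and 0.21. On that strand the sarkosyl-free difference was 0.22 in replicate 1, against 0.40 on both strands, and 0.20 in replicate 2, against 0.15. Over shared sites, of which 49 lay on X, sarkosyl replicate 2 changed sign to -0.02.

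Sites with another site within 50 bp on the same strand had shorter pausing times than isolated sites in each of the 4 series. The difference was -0.34 and -0.24 with sarkosyl (mean -0.29 ± 0.07, SD, n = 2) and -0.07 and -0.52 without it (mean -0.30 ± 0.32, SD, n = 2). The adjusted permutation p-value was 0.0229 in sarkosyl-free replicate 1 and 0.0001 in the other 3 series. With a window of 500 bp sarkosyl-free replicate 1 changed sign to 0.25.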

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

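All tests of explanations in this part were chosen after the result was seen.

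The relation between a site's pausing time and the authors' relative uncertainty had opposite signs in the buffers. Spearman's rho across sites was 0.555 and 0.959 in the sarkosyl series and -0.806 and -0.952 in the sarkosyl-free series. The difference was not tested. Rounding of the rate is argued against: among sites with a rate of at least 0.05 the signs were the same and the smallest size of the correlation was 0.648. A different prior or limit on the rate in the fits of the buffers may have given this pattern. The largest mean rate of the sarkosyl-free tables was at least 3.22 times that of the sarkosyl tables, but the cells could also have had faster sites without sarkosyl, so these explanations cannot be told apart from values without the model. An effect of the buffer on the pausing itself was not tested, nor was a batch that coincides with the buffer.

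Sites more than 100 and up to 200 bp downstream of a start had longer pausing times than other sites in both sarkosyl series, by 0.54 and 0.13 on the log2 scale, and shorter times in both sarkosyl-free series, by -0.34 and -0.82. The difference between buffers was not tested, and with 2 series per buffer an exact test could not pass 0.05. Non-coding genes alone do not account for it, as the difference between buffers was 0.82 over sites in protein-coding genes. The absent minus-strand sites do not either, as it was 0.96 on the plus strand. Different fits in the buffers and a batch that coincides with the buffer stay open. So does an effect of sarkosyl on polymerases just downstream of the promoter, which is a hypothesis only.

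Sites were listed on chromosome Y, which enters none of the chromosome comparisons. There were 15 and 13 in the sarkosyl series, all on the plus strand, and 50 and 22 in the sarkosyl-free series. Reads from the part of chromosome X that is identical on Y are not the whole source, since 74.0% of these sites lay outside the span of the pseudoautosomal genes. Repeats shared with other chromosomes were not tested, and no biological explanation was tested.

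Alternate contigs, second versions of regions that the primary chromosomes also hold, carried 443 and 555 sites in the sarkosyl series and 563 and 289 in the sarkosyl-free series. How reads shared with the primary chromosomes were assigned was not stated, and no explanation was tested.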

How the results depend on the processing

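The tests named as added were chosen only after the results were seen. Of 100 alternatives to 20 results that answer a comparison, 64 moved by less than the replicate SD, the bootstrap interval or 1.5 times a count, 34 moved further and 2 changed sign. With 2 series per buffer, leaving out a series always moves a difference by less than the replicate SD. Such alternatives were bound to count among the 64 unless the sign changed, and they say nothing about stability. The mitochondrial difference without sarkosyl, for example, went from -2.21 to -4.42 without replicate 1 and was counted there. The cause of each change was not tested, except where stated.

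Matching within 5 bp raised the sites shared across buffers to 14554, 11397, 11241 and 9405, by construction. The correlation over the sites shared by a pair was 0.691 for sarkosyl and 0.475 without it, against 0.759 and 0.367. Of the added settings, the joint certainty filter gave 0.642 and 0.443 within buffers and 0.348 across, and the separate filter gave 0.460 and 0.524 within. Gene medians over at least 3 sites gave 0.231 and 0.201 within buffers. At least 10 sites gave 0.358, 0.316 and 0.249 across buffers. Restricting these to sites beyond 1000 bp of a start gave 0.423 for sarkosyl and 0.318 across.

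The level difference of -0.14 was -1.58 over all sites, -0.0253 for means and -0.21 without extreme sites, each farther from the reported value than the replicate SD of 0.07. It was -0.16 without mitochondrial sites, and from -0.20 to -0.08 when each series was left out, which gives no test. These differences of medians or means were negative, but the median of the differences within sites was 0.09. Over the other alternatives with a test, the exact permutation p-values ran from 0.33 to 1 and could not pass 0.05 in this design.

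The count of sites past the limma threshold was 0 in the reported fit, without centring, without extremes, with 1 site per 1 kb, without mitochondrial sites, with a trend and robust prior, in the 50% of sites with the more certain values and for gene medians. It was 158 after quantile normalization (80 longer with sarkosyl), 231 on normal scores (107 longer) and 161 with a replicate block (82 longer). The smallest Benjamini-Hochberg adjusted value in limma ranged from 0.00039 to 0.429 over the alternatives. The numbers did not pair the series: the replicate differences of the buffers correlated at 0.0134 across sites, so the block fit is given only here. The count at an unadjusted p under 0.05 fell from 689 (23.2% of the sites) to 278 of 1484 in the more certain sites (18.7%) and to 165 of 1769 gene medians (9.33%). The share with longer times with sarkosyl was 51.8% in the reported fit, 46.1% without centring and 61.9% with the robust prior. It was 69.8% in the more certain sites and 84.2% for gene medians. The filter for the more certain sites selects on values tied to the pausing time with opposite signs in the buffers. Its count and share may therefore come partly from the filter, which was not tested. The 3 named sites kept their sign in each alternative that gave them a value, which gene medians did not and the filter on extremes did for 1 of them: 9 values passed the adjusted threshold and 28, those with a series left out included, did not or had no test. Leaving out a series left 1 in an arm and gave no count of sites.

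The promoter difference with sarkosyl was -0.36 within 100 bp, -0.30 against other sites inside genes, and changed sign to 0.0411 over the sites shared by all series. Without sarkosyl it was -0.34 within 1000 bp, -0.27 over shared sites and -0.65 against sites inside genes. Leaving out a series gave values from -0.24 to -0.17 with sarkosyl and from -0.55 to -0.47 without. The mitochondrial difference with sarkosyl was -0.23 on the plus strand (added). Without sarkosyl it ranged from -4.42 to 0.0080 as a series was left out, so replicate 2 decided it. The X difference without sarkosyl was 0.60 over shared sites. The cluster difference with sarkosyl was -0.0834 with a window of 500 bp. Without sarkosyl it was -0.0265 with that window and -0.59 with a window of 10 bp, against -0.30 reported. Both moved by less than the replicate SD of 0.32.

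The planned test of reads per run-on time and its alternatives were not run, because the tables hold no reads. Depth is unknown, so how much of the spread between replicates is counting error is unknown too.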

Other observations

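All tests in this part were chosen after the patterns were seen.

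The missing minus strand in the sarkosyl tables extends beyond chromosome X. On sequences whose names sort after the mitochondrial chromosome (X, Y and unplaced contigs), both sarkosyl series together listed 0 minus-strand sites, but 902 and 912 plus-strand sites. The sarkosyl-free series listed 1471 and 1060 minus-strand sites there. Lower transcription of chromosome X in the cells used with sarkosyl is argued against, because the X share of plus-strand sites was 0.995 of that without sarkosyl. A candidate explanation is that minus-strand records late in name order were lost when the tables or their inputs were written. Of the 28 genes with at least 5 sites in each sarkosyl-free series and 0 in both sarkosyl series, 25 lie on the minus strand of chromosome X.

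Pausing times at single sites hardly correlated between buffers, and replicate noise alone does not account for it: the correlation between buffers was 0.109 of what the within-buffer values allow. Uncertain sites as the whole cause are argued against too. Where a site had to lie in the more certain 50% of each series, 329 sites remained. The mean across buffers was then 0.0494 (95% bootstrap interval -0.0299 to 0.145), against 0.460 and 0.524 within buffers. That interval was drawn over single sites rather than windows, so it may be too narrow. This filter also narrows the range of the values, so it was checked on other pairings of the sites between buffers. Shuffled pairings gave a mean of -0.0035 after the filter, and pairings made to correlate at 0.394 over all sites gave 0.266 (0.179 to 0.363 over 100 draws). A weaker relation among the certain sites is not excluded. A joint filter on the mean uncertainty raised the value to 0.348, but the same filter gave a mean of 0.306 (0.254 to 0.350 over 100 shuffles) in sites shuffled between the buffers. That rise may therefore come mostly from the filter, which selects on values tied to the pausing time with opposite signs in the buffers. A different model in the fits of the buffers, a batch that coincides with the buffer, or an effect of sarkosyl on each site stays open.

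Medians over many sites of a gene correlated between buffers where single sites hardly did. Over 304 genes with at least 10 sites in every series, the mean across buffers was 0.249 (95% bootstrap interval over genes 0.171 to 0.318), against 0.358 and 0.316 within buffers. The 4 pairs across buffers were uneven, at 0.329, 0.302, 0.115 and 0.252, and the lowest was sarkosyl replicate 2 with sarkosyl-free replicate 1. With at least 3 sites (1769 genes) it was 0.0757. The share of promoter-proximal sites is argued against as the cause, since 126 genes with at least 10 sites beyond 1000 bp of a start gave 0.318. Mitochondrial genes are not the cause either, with 0.219 without them, nor is the number of sites per gene, with 0.251 after that trend was removed. A slow component shared by the sites of a gene may be common to both buffers. Overlapping genes share sites, so the genes are not fully independent, and how reads of repeated sequence were assigned was not stated.

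Mitochondrial sites were short in sarkosyl-free replicate 2 and not in replicate 1. A single scale factor per series cannot give this pattern, because it would move mitochondrial and autosomal sites alike, so no test of it was needed. From replicate 1 to replicate 2 the 159 shared mitochondrial sites changed by a median log2 value of -2.01. The 2667 shared autosomal sites changed by 0.20, which restates the pattern. Different sites in the tables are not the whole cause, since the difference from autosomal sites in replicate 2 was -2.17 over shared sites, but it was -4.42 over all sites, and the part lost over shared sites goes with the choice of sites. Nothing in the design gives a biological explanation for a difference between replicates, and library depth is unknown.

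The tables are ordered in blocks of nearly equal size, each spanning the chromosomes, with 8, 8, 12 and 7 blocks in the 4 series. In the sarkosyl-free tables the medians of the blocks spread more than in 1000 shuffled tables, with an SD of 0.07 against 0.04 in each replicate and permutation p-values of 0.002 and 0.001 (0.004 for both after Benjamini-Hochberg adjustment over 4 series). In the sarkosyl tables they did not (permutation p = 0.742 and 0.856). Shuffling within chromosome, strand and promoter class gave permutation p-values of 0.002 and 0.001, so neither a random division of the sites over the blocks nor the chromosome, strand and promoter composition of the blocks accounts for it. Blocks that were fitted separately and share an estimated parameter are a candidate explanation, untested here. Block medians in sarkosyl-free replicate 1 ranged from 1.05 to 1.29 on the log2 scale, small beside the spread of sites.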
